A study of Mus musculus with 60 samples. Its data were reported in "Comparative transcriptomic analyses to scrutinize the assumption that genotoxic PAHs exert effects via a common mode of action" (2015).

How the data were processed

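RNA from lung, liver and forestomach of 20 male Muta Mouse animals was measured on dual-colour oligonucleotide microarrays, 1 tissue of 1 mouse per array and 60 arrays in all. Mice had been given benzo(ghi)perylene (BghiP) by gavage for 28 days at 0, 6.25, 12.5 or 25 mg/kg-bw/day, named D0, D1, D2 and D3 here, with 5 mice per dose, and tissues were taken 72 hours after the final dose. Tissue RNA was labelled with Cy5 and hybridized against Cy3-labelled universal mouse reference RNA, with no dye swaps per the labels. Groups and mouse numbers were taken from the sample labels. Mice 1 to 5 formed D0, mice 6 to 10 D1, mice 11 to 15 D2 and mice 16 to 20 D3, and a number stood for the same animal in every tissue.

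The deposited scanner files hold the median signal intensity of each spot, the local background intensity, the processed signal intensity and quality flags, written by Feature Extraction 10.7.3.1 per the file headers. Median signals include the background, whereas processed signals were background subtracted, detrended over the slide and dye normalized by that program. The deposited series matrix gives log2 ratios of Cy5 to Cy3, which the authors had normalized within each array by LOWESS on median signals without background subtraction. Over the 60 arrays, the log2 ratios computed here correlated with the deposited ones at r from 0.991 to 0.999, with slopes from 0.982 to 0.998.

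Each array had 62976 spots, of which 3671 were controls and were left out. Log2 ratios of the median Cy5 to Cy3 signals, without background subtraction, were normalized within arrays by loess in limma 3.58.1 under R 4.3.3 (files were read with data.table, version 1.17.8). Spots with an outlier flag in either channel were set to missing (0.0358% of values), no value was saturated, and spots of a probe were averaged, which left 55681 probes. In each tissue, probes were tested if they were well above background in Cy5 on at least 5 of its 20 arrays, which left 31022 probes in lung, 25893 in liver and 25070 in forestomach. The number of arrays, 5 per group, limits the precision of a group mean. Gene symbols were matched through the RefSeq accessions of the probes to a table of assembly GRCm38.p6, used for names alone because the file headers name another build (mm9). Symbols were found for 26413 of the 55681 probes (47.4%), and for 97.9% of the probes with a curated messenger RNA accession.

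For each tissue a linear model with the 4 dose groups was fitted to its 20 arrays (limma lmFit and eBayes), without a term for slide or mouse. Each dose was tested against D0 with a two-sided moderated test, and p-values were adjusted by the Benjamini-Hochberg method over the probes of the tissue. A probe was called at an adjusted p of 0.05 or less and a change of at least 1.5-fold in either direction. A slope on dose was fitted to the same arrays and called at an adjusted p of 0.05 or less with no minimum change. Whether the change at D3 differed between tissues was tested by interaction contrasts in a model of all 12 groups, on the 33255 probes that passed the filter in any tissue. Lists of genes fixed in advance (targets of the aryl hydrocarbon receptor, targets of p53, the circadian clock, chemokines, Wnt signalling and the cell cycle) were tested at D3 with limma's camera at its preset correlation of 0.01, with the brightest probe of each gene, adjusted over the 18 tests. fry and camera with an estimated correlation were run beside it. Correlations of changes that share control arrays were set beside 100 simulations of unchanged groups with shared controls and beside 100 relabellings of the mice.

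The genes to be named were set by a rule. In each tissue these were Cyp1a1, Cyp1a2, Cyp1b1 and Cdkn1a, and at D3 the 3 probes with the largest increase and the 3 with the largest decrease among called probes that carry a symbol and whose 5 D3 values lie on the same side of the D0 mean. Of 10 lists of markers of other cell types (skeletal, heart and smooth muscle, fat cells, pancreatic acinar cells, glandular stomach, red cells, B cells, T cells and keratinocytes), each was tested like the other lists, with adjustment over 30 tests. The design, the naming rule, these lists and the alternatives were chosen before the data were examined, except where a later choice is stated. Lists of mesothelial markers, of transcripts retained in the nucleus, of clock genes that peak together, of abundant liver transcripts, and second lists of markers of skeletal muscle, squamous epithelium and fat cells were added after the data had been seen.

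Alternatives recomputed the results with normexp background correction at an offset of 50, the processed signals, the deposited log2 ratios, quantile normalization of average signals between arrays, no filter, a filter that required all arrays of a tissue, slide as a fixed block, a variance trend with robust estimation, residual shuffling (an F statistic with shrunken variances and 100 shufflings of residuals), all 60 arrays in a single model, no minimum fold, outlier spots kept, the rank of dose for the slopes, and each mouse left out in turn, wherever a choice applied to a result. The correlations of changes were recomputed with normexp, the deposited ratios, no filter and the slide block. Combinations of the slide block with the other alternatives were added after the data had been seen. For the tissue differences the mouse was also fitted as a fixed block and as a random block, whose correlation was estimated from 6532 probes. The pairing rests on the labels, in which a number marks the same animal. Deviations from the group means correlated between tissues of the same mouse at a mean r of 0.017 for lung with liver, -0.0138 for liver with forestomach and 0.247 for lung with forestomach, tissues which also shared slides.

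The models were tested on simulated data in which 200 probes were changed by 1 on the log2 scale. In lung, at D3 against D0, 84.5% of the changed probes were recovered without and 97.5% with the slide block, with 2 and 4 false calls among 30864 probes. In liver the model recovered 93% and 95.5% of the 200, with 2 and 4 false calls among 25862 probes. In forestomach it recovered 60% and 79%, with 1 and 8 false calls among 24801 probes. No file or array was left out of the main results.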

Results

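Gene expression was measured in lung, liver and forestomach of 20 male Muta Mouse animals, a transgenic strain used in mutation tests, after 28 days of gavage with BghiP, a polycyclic aromatic hydrocarbon. Each of the 12 groups, made of 4 doses and 3 tissues, held 5 mice. A value is the log2 ratio of the tissue signal (Cy5) to the signal of a common reference RNA (Cy3). Of 55681 probes, the share well above background in Cy5 ranged from 34.9% to 58.6% over the 20 lung arrays, from 36.3% to 48.3% over the liver arrays and from 21.3% to 53.3% over the forestomach arrays. Group means of this share lay between 47.3% and 50.8% in lung, between 42.1% and 44.4% in liver, and between 34.4% and 39.1% in forestomach. The correlation of each array with its own group was 0.928 or more in lung, 0.978 or more in liver and 0.810 or more in forestomach.

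The arrays were hybridized on 8 slides. Lung and forestomach shared 5 slides, each with 1 lung and 1 forestomach array of every dose, and the liver arrays were on the other 3. Every dose had its own column on all slides, so that position in the row and dose could not be separated. Mean brightness differed between slides more than between doses, from 39.0% to 58.4% of probes well above background in lung and from 24.7% to 50.7% in forestomach. Within doses, 52.9% of probes in lung, 24.5% in liver and 33.8% in forestomach differed between slides at an adjusted p of 0.05 or less. For this reason results with slide as a block are given beside those without it.

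**Figure D1:**
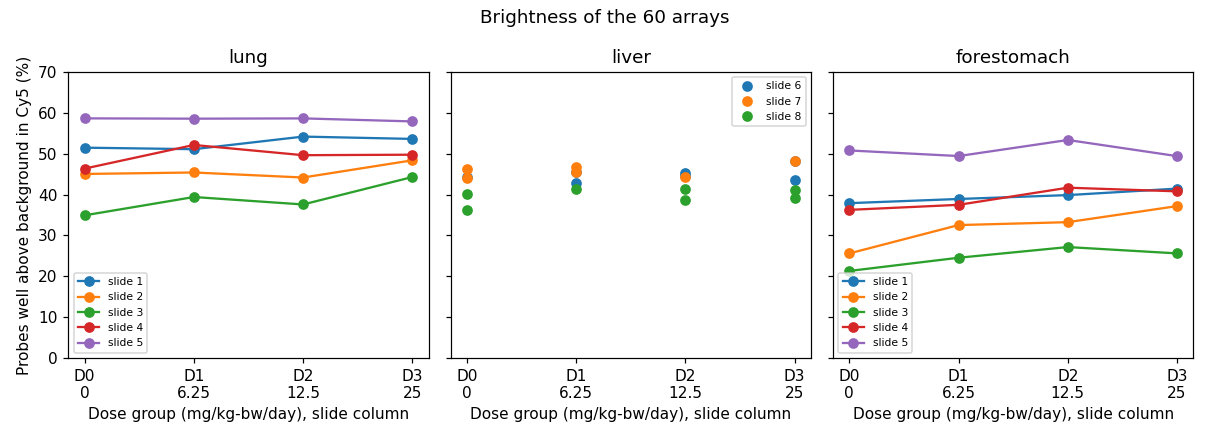
Share of probes well above background in Cy5 (%) on each array, by dose group and tissue, with a colour for each slide and, in lung and forestomach, a line that joins the arrays of a slide. Slide means ranged from 39.0% to 58.4% in lung, while the means of the dose groups lay between 47.3% and 50.8%.

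The comparison of each dose with vehicle asked which transcripts the exposure altered in each tissue. In lung, limma called no probe at any dose (0 of 31022). At an unadjusted p under 0.05 there were 694 probes at D1, 1061 at D2 and 1487 at D3, where 1551 would be expected with no effect, and the lowest adjusted p at D3 was 0.188. Residual shuffling also called 0 probes at every dose. The alternative that moved the counts most was slide as a block, with which 22 probes were called at D3, 18 of them higher than in D0, and 0 at D1 and D2. With that block, 4842 probes had an unadjusted p under 0.05 at D3, and residual shuffling called 25.

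In liver, no probe of 25893 was called by limma or by residual shuffling at D1, D2 or D3. Unadjusted p-values under 0.05 were found for 782, 1072 and 3159 probes, with 1295 expected, and the lowest adjusted p at D3 was 0.0669. With slide as a block, 25 probes were called at D3, 4 higher and 21 lower, and residual shuffling called 23. In forestomach, no probe of 25070 was called at any dose by either test, with or without the slide block. There, 2345 probes at D1, 908 at D2 and 376 at D3 had an unadjusted p under 0.05, against 1254 expected. These counts were 4541, 2359 and 1604 with the slide block, each above the number expected.

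**Figure D2:**
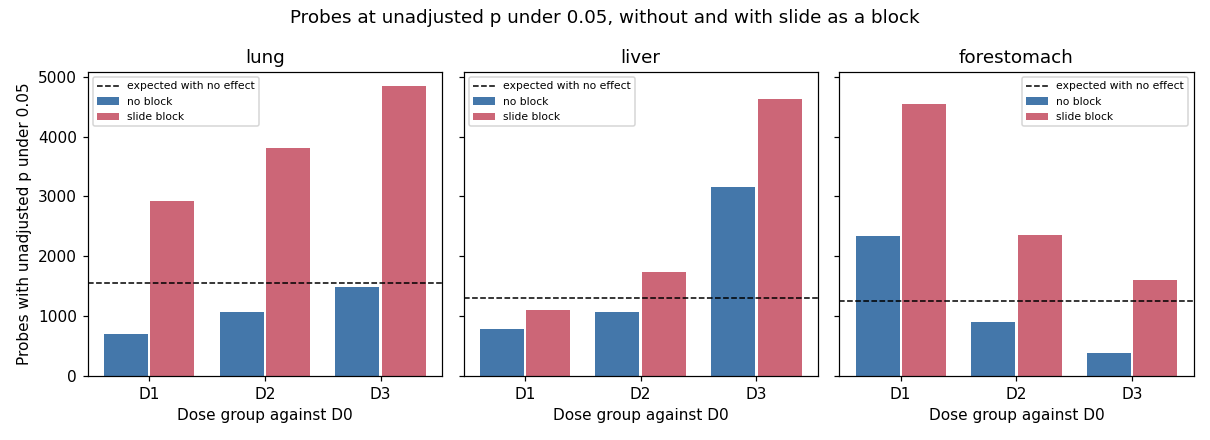
Number of probes with an unadjusted p under 0.05 for D1, D2 and D3 against D0 in each tissue, without a block (blue) and with slide as a block (red), and the number expected with no effect (dashed line). At D3 the count without a block was 1487 in lung, 3159 in liver and 376 in forestomach.

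A slope on dose was called for 0 probes in lung, 64 in liver (15 rising with dose) and 0 in forestomach, with limma at unadjusted p under 0.05 for 1488, 3865 and 591 probes. With slide as a block the counts were 95 in lung (67 rising), 673 in liver (253 rising) and 0 in forestomach. All 64 liver probes were among the 673, and 15 of them were among the 25 called at D3 with the slide block. The liver count rested on single mice. It was 0 when D3 mouse 17 was left out and 247 when D0 mouse 1 was left out.

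Induction of cytochrome P450 genes by the aryl hydrocarbon receptor and of Cdkn1a after DNA damage was asked of 4 genes. Cyp1a1 (NM_009992) in lung had a log2 ratio of 1.00 ± 0.52 at D0 and 1.14 ± 0.91 at D3 (SD, n = 5). The change was 0.14 ± 0.34 (SE) with an adjusted p of 0.998 in limma, 3 of the 5 D3 mice lay above the D0 mean, and the change was -0.23 when D3 mouse 18 was left out. Cyp1b1 (NM_009994) in lung changed by 0.08 ± 0.15 (SE; adjusted p 0.998). Cdkn1a (NM_007669) in lung rose by 0.68 ± 0.21 (SE) at D3 and was above the D0 mean in 5 of 5 mice, but its adjusted p was 0.827, or 0.118 with the slide block. A second probe of Cdkn1a (NM_001111099) rose by 0.76 ± 0.20 (SE), with an adjusted p of 0.75, or 0.0419 with the slide block. At D1 and D2 the Cdkn1a probe for NM_007669 changed by -0.11 and -0.01 in lung. In liver, Cyp1a2 (NM_009993) changed by -0.19 ± 0.20 (SE; adjusted p 0.739) and Cdkn1a by -0.27 ± 0.13 (SE; adjusted p 0.403). In forestomach, Cyp1b1 changed by 0.17 ± 0.27 (SE) and Cdkn1a by -0.26 ± 0.14 (SE), both with an adjusted p of 1. Cyp1a1 in liver and forestomach, Cyp1a2 in lung and forestomach, and Cyp1b1 in liver were well above background on fewer than 5 arrays and were not tested. Cyp1a2 in lung was well above background on 3 arrays, all at D3, with log2 ratios of -0.14, 0.48 and 1.81, and in forestomach on 1, at D2, with 2.20.

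**Figure D3:**
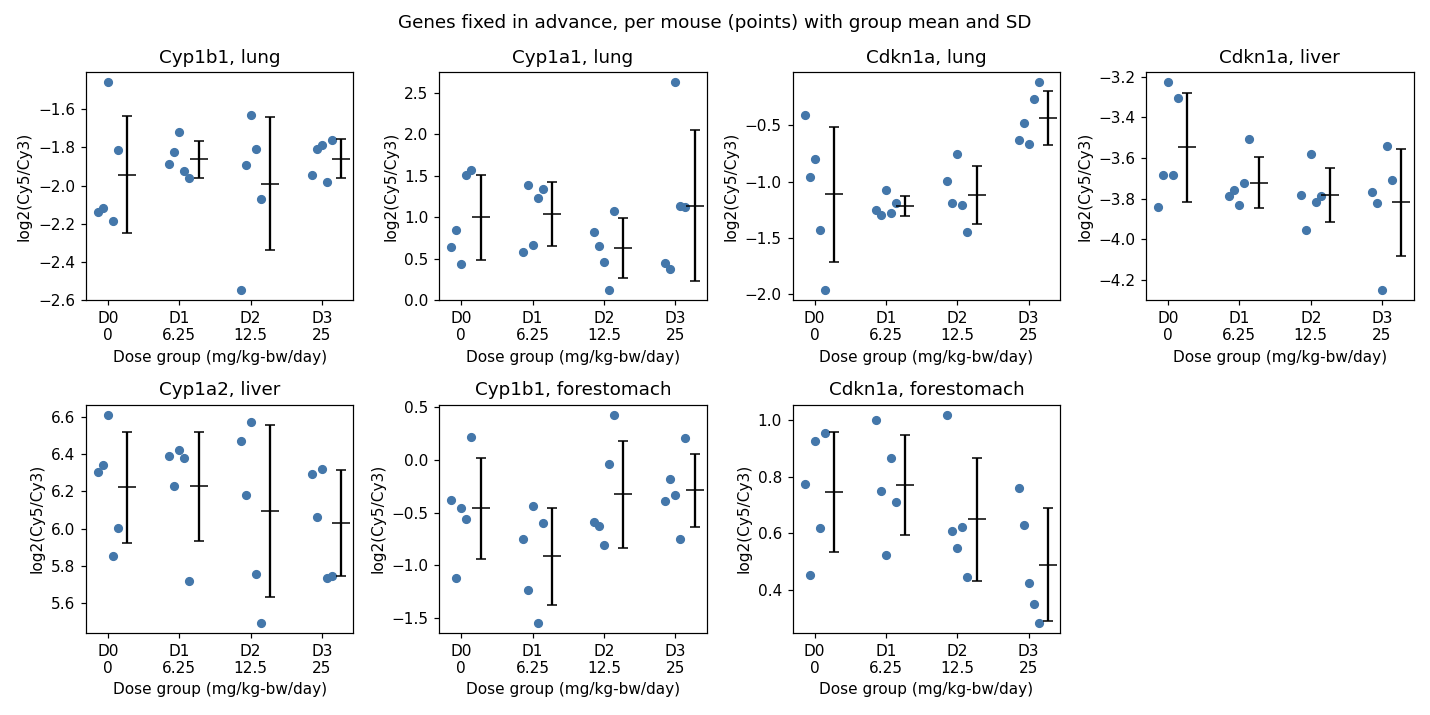
Log2 ratio of Cy5 to Cy3 of the genes fixed in advance, by dose group (mg/kg-bw/day) and tissue, with a point for each mouse and the group mean and SD. In lung, Cdkn1a had a mean of -1.11 at D0 and -0.44 at D3.

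Since no probe was called without a block, the naming rule named no further gene. The same rule was applied to the calls with the slide block, which was decided after the values had been seen. In lung it named Lrrn4 (NM_177303), higher by 1.24 ± 0.24, Nr1d1 (NM_145434), by 1.16 ± 0.25, and Upk3b (NM_175309), by 1.01 ± 0.18, and Rsrp1 (NM_023665), which changed by -1.81 ± 0.33 (log2 change at D3 ± SE). In liver it named Cspp1 (NM_026493), 0.61 ± 0.10, Grk3 (NM_177078), 0.61 ± 0.12, Shld2 (NM_029389), -0.94 ± 0.16, Zfp967 (NM_001177406), -0.83 ± 0.18, and F830016B08Rik (NM_001101475), -0.81 ± 0.16. All 5 D3 mice lay on the side of the change for each of these 9 genes, which the naming rule requires. Values of D0 and D3 mice still overlapped for Lrrn4, Nr1d1, Upk3b and F830016B08Rik, and were apart for the others. The adjusted p-values of the 9 genes in limma with the slide block lay between 0.03 and 0.0479. Without it they lay between 0.504 and 0.78 in lung and between 0.0709 and 0.242 in liver.

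Of the 18 tests of lists at D3, the p53 list in lung was the sole one past an adjusted p of 0.05. Its 21 tested genes changed by a mean of 0.225 and a median of 0.254, 16 of them upward, with an adjusted p of 9.57e-07 by camera. It also passed with fry (adjusted p 0.000253), with an estimated correlation (0.00259) and with the slide block (0.000296), and the adjusted p ranged from 9.53e-09 to 0.00147 as each mouse was left out. The p-values of camera are over genes, and 26 of 100 splits of the 10 mice, the real one included, gave at least 1 of the 18 list tests a camera p as small. Adjusted over the list alone, 10 of the 21 genes passed 0.05 (Bax, Ephx1, Phlda3, Gdf15, Cdkn1a, Sesn2, Aen, Trp53inp1, Zmat3 and Pmaip1, each of them higher at D3), while adjusted over all probes 0 did. With the slide block 12 passed over the list alone, and Bax (adjusted p 0.016) and Ephx1 (0.0245) passed over all probes, both with a change under 1.5-fold. The largest of these rises was that of Gdf15, 0.97 ± 0.28 (SE). Per mouse, the mean over the list was 0.225 ± 0.103 at D3 against 0.000 ± 0.080 at D0 (SD, n = 5), and the lowest D3 mouse, at 0.112, lay above the highest D0 mouse, at 0.108. At D1 and D2 the list's mean change in lung was -0.0343 (p 0.645) and 0.0411 (p 0.152).

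**Figure D4:**
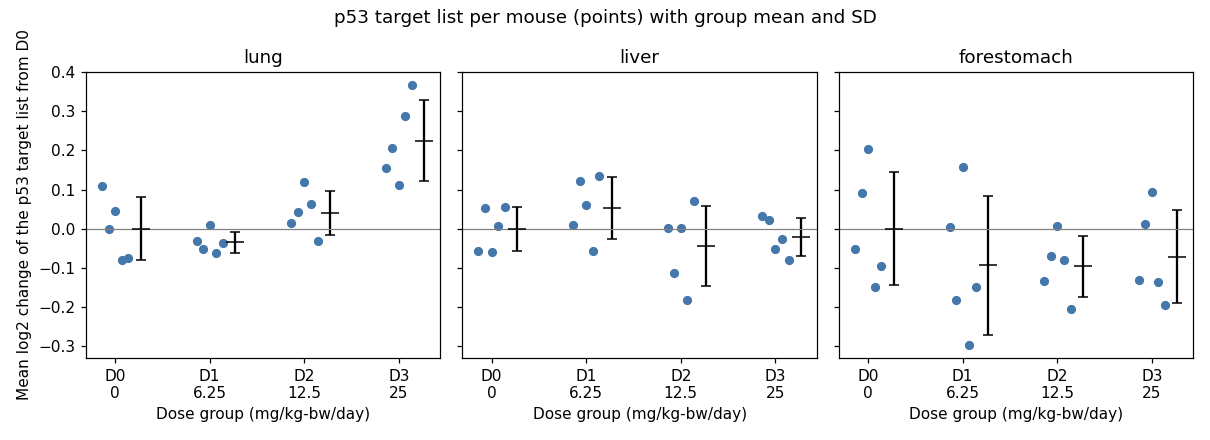
Mean log2 change of the p53 target list from the D0 mean, by dose group (mg/kg-bw/day) and tissue, with a point for each mouse and the group mean and SD. The 5 D3 lungs lie between 0.112 and 0.367.

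The other lists did not pass. In lung the adjusted p was 0.163 for the aryl hydrocarbon receptor list (9 genes, 6 lower, mean change -0.185), 0.163 for chemokines (36 genes, 27 higher), 0.358 for Wnt (28 genes, 19 higher), 0.419 for the clock (16 genes, 10 higher) and 0.979 for the cell cycle (26 genes, 16 lower). Adjusted over the list alone, 2 clock genes and 2 Wnt genes passed in lung, or 3 clock, 5 Wnt and 1 chemokine genes with the slide block. In liver the adjusted p was 0.419 for the aryl hydrocarbon receptor list, 0.439 for p53 (20 genes, 11 lower), 0.439 for the clock, 0.879 for chemokines and 0.979 for both Wnt and the cell cycle. In forestomach it was 0.979 for the aryl hydrocarbon receptor list, 0.358 for p53 (21 genes, 13 lower), 0.235 for the clock, 0.979 for chemokines and 0.439 for Wnt. The cell cycle list in forestomach (26 genes, 22 lower, mean change -0.117) had an adjusted p of 0.137, which was 0.049 with the slide block, 0.85 with fry and 0.812 with an estimated correlation. Adjusted over the list alone, 0 genes of any list passed in liver or forestomach. With the slide block 3 Wnt genes passed in liver and 0 of the others there or in forestomach. The sign of the mean differed from that of the test for the cell cycle in lung and liver, Wnt in liver, and the aryl hydrocarbon receptor and chemokine lists in forestomach, and the median and the mean differed in sign for the cell cycle in lung and for the last 2 lists.

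Whether the response at D3 differed between tissues was tested on 33255 probes. No probe was called for lung minus liver, lung minus forestomach or liver minus forestomach, and limma gave 989, 683 and 1413 probes at an unadjusted p under 0.05, against 1663 expected. With mouse as a fixed block the calls were 0 again. The probes at an unadjusted p under 0.05 then numbered 1183, 818 and 1797. The count for liver minus forestomach was thus above the 1663 expected, with a lowest adjusted p of 0.204 in limma.

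The changes at D2 and D3 were compared because a dose response would give both a common direction. Across probes, which are not independent replicates, they correlated at r = 0.762 in lung, 0.685 in liver and 0.360 in forestomach. Simulated unchanged groups that share their controls gave 0.501, 0.5 and 0.498. Relabelling the mice gave a correlation as large in 3 of 100 labellings in lung, 7 of 100 in liver and 66 of 100 in forestomach. The changes at D3 correlated across probes at 0.190 between lung and liver, 0.178 between lung and forestomach and 0.101 between liver and forestomach. Of 100 relabellings, 20, 86 and 46 gave a correlation as far from 0 in either direction. No probe was called with the slide block in both lung and liver.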

Values the study reported

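The study reported the number of differentially expressed genes for BghiP at each dose. At the high dose it listed 63 in lung (51 up and 12 down), 60 in liver (20 up and 40 down) and 109 in forestomach (95 up and 14 down). At the medium dose it listed 36 in lung, 4 in liver and 12 in forestomach. At the low dose it listed fewer in each tissue than at the high dose.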

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

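The per-mouse values of the cell-type lists, the second marker lists, the list of liver transcripts, the tissue differences of the p53 list, its splits, its splits among all lists and within slides, its brightness-matched lists, its values in Cy3 and in other tissues, and the tests of slides were chosen after the results had been seen. Within groups of 5 mice, 148 sets of values were searched for a mouse far from the others, of which 9 were marked, while chance marks about 7.4.

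In lung, D0 mouse 1 stood far from the other D0 mice for the skeletal muscle list, with a mean of 4.87 against values from -1.53 to -0.762 (log2, relative to the D0 mean; gap 0.88 of the range), and for the keratinocyte list, with 3.22 against -1.08 to -0.554 (gap 0.878). In forestomach, D0 mouse 5 stood apart for the fat cell list, with 3.05 against -1.45 to -0.431 (gap 0.774). These lists had passed an adjusted p of 0.05 at D3 (0.016 for skeletal muscle, with 8 of 8 genes lower; 0.0307 for keratinocytes, with 5 of 5 lower; 0.016 for fat cells, with 9 of 10 lower). Without the mouse concerned, the mean change was 0.288 (p 0.16) for skeletal muscle, -0.0432 (p 0.445) for keratinocytes and -0.00198 (p 0.991) for fat cells, so that each fall rested on 1 D0 mouse. A candidate explanation is RNA from skeletal muscle next to the lung, RNA from squamous epithelium next to the lung and RNA from fat next to the forestomach. It requires that further markers, which had no part in the choice of the array, are highest there among the 20 arrays of the tissue. That held for 11 of 11 second muscle markers and 11 of 11 second markers of squamous epithelium, where 0.55 are expected with no relation, so that the values fit it in lung of D0 mouse 1. For fat it held for 4 of 9, where 0.45 are expected, and fat in the sample and a change within cells cannot be told apart, since the other 5 were higher on another array. The brightest of the first lists were Acta1 (log2 Cy5 signal 16.2, against 6.79 on the other arrays), Lor (16.3 against 7.38) and Cfd (15.8 against 8.67). Of the muscle genes, Tnni2 and Pvalb were well above background on all 20 lung arrays, as were Lor and Trp63 of the keratinocyte genes and Fabp4 of the fat cell genes on the forestomach arrays. A biological difference of these 2 mice was not tested. Leaving out lung of D0 mouse 1 left 0 probes called at D3 in lung without a block, and 12 in place of 22 with the slide block.

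The p53 list rose more in lung than in the other tissues at D3, by a mean of 0.244 over liver (17 of 21 genes, camera adjusted p 1.32e-05 over 18 tests) and by 0.296 over forestomach (18 of 21 genes, adjusted p 4.17e-06). With the mouse as a block the adjusted p was 2.21e-05 and 4.46e-06. Unadjusted, the p ranged from 4.15e-08 to 0.000336 and from 2.43e-08 to 7.9e-05 as each mouse was left out, with the highest value without mouse 5 in both. Of 100 splits of the 10 mice, the real one included, 2 gave a p as small for lung minus liver and 3 for lung minus forestomach. For the rise in lung itself, 2 of 100 splits of the 10 arrays gave a p as small. These shares take the p53 list alone, which was picked from all lists by its result. When any of the 18 tests was counted, 26 of 100 splits of the mice gave a list in some tissue a p as small as that of the rise in lung, and 34 and 27 gave a list difference a p as small as those of lung minus liver and lung minus forestomach. Exchanges of D0 and D3 within slides, with the slide block, gave the p53 list in lung a p as small in 2 of 16, a number too small for a share under 0.05. Chance is therefore not excluded by these splits for the rise or for either difference, and the p-values of camera, which are over genes, overstate them.

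Position on the slide is argued against for the rise of the p53 list, since the same probes on the arrays of the other tissues, with each dose in the same column, shifted by -0.0707 in forestomach (95% interval -0.182 to 0.0409) and -0.0251 in liver (-0.133 to 0.0828). In the Cy3 signal of the lung arrays the list had a p of 0.983, which decides nothing about a position that acts on Cy5 alone. The brightness of the probes is argued against by lists matched on signal, of which 0% of 10000 had a median change as high. What stays open, beside chance, is a step that acts on the Cy5-labelled RNA alone, such as the order of extraction or labelling, or a position that acts in lung alone, because dose and column coincided on every slide. A response of lung to the highest dose, among the tissues and doses named by the design, may be a further explanation and was not tested in other animals.

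For single genes, 6 groups had a mouse far from the others, 2 of them in probes that had not passed the filter and were added to the search after their values were seen. Lrrn4 in lung was 1.62 in D1 mouse 9 against 0.619 to 0.881 in the others (gap 0.739 of the range). Rsrp1 in lung was -1.19 in D1 mouse 10 against -3.15 to -2.63 (gap 0.733). Cyp1a2 in liver was 5.72 in D1 mouse 10 against 6.23 to 6.42 (gap 0.726). Shld2 in liver was 3.71 in D0 mouse 4 against 3.13 to 3.18 (gap 0.907). Cdkn1a (second probe) in forestomach was -1.54 in D2 mouse 15 against -0.76 to -0.48 (gap 0.734). None of the 12 groups had an array far from the others in the share of probes well above background. A difference between slides was tested on the other arrays of each mouse's slide, compared with the other slides within doses in a linear model. It fits for 3 of these. For Cyp1a2 in liver the other 6 arrays of the slide lay between 5.49 and 6.00 and all arrays elsewhere between 6.06 and 6.61 (p 3.32e-06). For the second Cdkn1a probe in forestomach the slide's other arrays lay between -1.84 and -1.44 and those elsewhere between -0.87 and 0.02 (p 1.52e-05). For Lrrn4 in lung they were higher by 0.953 (SE 0.277, p 0.00402). For Rsrp1 the slide's other arrays differed by 0.245 (SE 0.383, p 0.532), with an interval that ends at 1.07, short of the mouse's distance of 1.71, but the mouse's distance beyond its slide was 1.47 (SE 0.766, p 0.0763). For Shld2 the slide's difference was 0.274 (SE 0.162, p 0.112), against a distance of 0.545. For these 2 the slide and the mouse cannot be told apart, since single arrays varied too much. No biological explanation was tested for these mice.

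Cyp1a2 in forestomach was 2.20 in D2 mouse 15 against -0.06 to 0.09 in the others (gap 0.933), and in lung it was 1.81 in D3 mouse 20, which the search did not mark. A candidate explanation is RNA from liver, which would bring other abundant liver transcripts. Of these, 9 of 11 were highest in the forestomach of mouse 15 among the 20 forestomach arrays and 12 of 12 in the lung of mouse 20 among the 20 lung arrays, where 0.55 and 0.6 are expected with no relation. In lung the log2 ratio of Alb was 5.08 in mouse 20 and at most 0.914 on the other arrays, and the values fit RNA from liver. In forestomach they fit less clearly, because other arrays also carried these transcripts. Alb was 5.25 in mouse 15 and up to 4.11 elsewhere, Serpina3k 6.60 and up to 4.23, and Apoa1 and Ttr were higher on another array (7.04 against 4.74 and 6.87 against 5.66), while Cyp1a2 was at most 0.43 on any other array. A difference between slides is argued against for this value, since the slide's other arrays differed by 0.0674 (SE 0.0746, p 0.382) and the mouse lay 2.14 beyond its slide (SE 0.149). Induction of Cyp1a2 in these samples was not tested. Leaving out lung of D3 mouse 20 left 0 probes called at D3 in lung without a block and 19 in place of 22 with it, and the p53 list in lung kept an adjusted p of 0.00147 or less whichever mouse was left out.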

How the results depend on the processing

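Combinations of the slide block with another alternative, its results with a mouse left out, and all alternatives for the p53 list between tissues were chosen after the data had been seen. Of 108 alternative counts of called probes by dose, 101 were 0, as was every such count without a block. Of 30 alternative counts for slopes on dose, 26 were within 1.5 times the count without a block. Apart from leaving out mice, all 33 alternative counts of tissue differences were 0, and all 24 alternative correlations between doses or tissues moved by less than their spread. Of the gene lists, 214 of 229 alternative values kept their direction and their side of 0.05. The strict filter left some named probes, among them Cyp1a1 in lung, without a value. Quantile normalization of average signals leaves every ratio as it was and tests nothing. Its values match by construction and are counted in the totals given here, apart from that of the correlations.

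Slide as a block gave 22 called probes at D3 in lung (18 higher) and 25 in liver (4 higher), with slopes on dose called for 95 probes in lung (67 rising) and 673 in liver (253 rising). The block removes differences between slides from the spread, and within doses 52.9% of lung probes differed between slides. With it the cell cycle list in forestomach had an adjusted p of 0.049 in place of 0.137, so that 2 lists passed at D3 in place of 1. Of 165 alternative values of named probes, 154 kept their direction and side, 10 were called with the block, as their selection implies for all but Cdkn1a, and Zfp967 was also called in a single model of all arrays (-0.87). Processed signals gave 1 called probe at D3 in lung (higher), 5 in liver (2 higher) and 117 liver slopes (37 rising). The strict filter gave 171 liver slopes (48 rising) from fewer tested probes. A single model of all 60 arrays called 1 probe at D1 (lower) and 5 at D3 (all lower) in liver, and 825 at D1 in forestomach (723 higher). That model shares the spread between tissues, and the median residual SD was 0.243 in it against 0.293 in forestomach alone, so that forestomach probes were tested against too small a spread. Except where a spread or filter is named, the cause was not tested.

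With slide as a block, the 22 probes at D3 in lung became 180 with no minimum fold (135 higher), 40 with normexp (32 higher) and 5 with processed signals (5 higher). The 25 in liver became 87 with no minimum fold (28 higher), 12 with processed signals (5 higher), 16 with the deposited log2 ratios (2 higher) and 38 with the strict filter (5 higher).

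Lists that changed direction with an alternative processing or test were all far from 0.05. The adjusted p was 0.627 for the cell cycle in lung and 0.674 for chemokines in forestomach with processed signals. With no filter it was 0.98 for the cell cycle in lung, 0.98 for chemokines in liver and 0.776 for the cell cycle in liver. With the strict filter it was 0.75 for the cell cycle in lung, 0.972 for chemokines in liver, 0.75 for the aryl hydrocarbon receptor and 0.679 for chemokines in forestomach. With fry it was 0.933 for the cell cycle in lung, 0.85 for Wnt and 0.933 for the cell cycle in liver and 0.964 for chemokines in forestomach. The cause was not tested.

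Leaving out each mouse in turn gave 0 to 33 called probes at D3 in liver (33 without D0 mouse 1) and 0 to 247 liver slopes (0 without D0 mouse 3 or without D3 mouse 17, 19 or 20, and 247 without D0 mouse 1). With the slide block it gave 1 to 60 at D3 in lung (1 without D0 mouse 2 or D3 mouse 17, 60 without D0 mouse 5), 0 to 147 at D3 in liver (147 without D0 mouse 1), 0 to 13 at D2 in lung, 0 to 2 at D1 and 0 to 1 at D2 in forestomach, each highest without D0 mouse 5. The tissue differences of lung and of liver with forestomach ranged from 0 to 1 (1 without mouse 5). The change of Cyp1a1 in lung ranged from -0.23 (without D3 mouse 18) to 0.33. Of the list values with a mouse left out, 22 changed direction. Lists past 0.05 at D3 numbered 1 to 2. Their adjusted p ranged from 0.0181 (without D0 mouse 5) to 0.879 for the cell cycle, 0.634 to 0.986 for the aryl hydrocarbon receptor, 0.346 to 0.986 for chemokines and 0.296 to 0.979 for Wnt in forestomach, from 0.662 to 0.938 for chemokines, 0.671 to 0.989 for Wnt and 0.12 to 0.997 for the cell cycle in liver, and from 0.0687 to 0.987 for the cell cycle in lung.

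Because a mouse number marks the same animal in every tissue, the mouse was fitted as a block in the tissue differences, which gave 0 called probes as a fixed and as a random block. It changed no other call. For the p53 list the fixed block gave a p of 2.45e-06 for lung minus liver and 2.48e-07 for lung minus forestomach. Forestomach had the dimmest array, with 21.3% of probes well above background, the largest median residual SD (0.293, against 0.198 in lung and 0.185 in liver) and the lowest recovery of simulated changes (60%, or 79% with the slide block). The simulated probes had the slide differences and the residual spread of the tissue, and each changed probe got the full change. Brightness could therefore lower the recovery only through the spread and the slide differences, which were not separated.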

Other observations

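The tests with the slide block, the shifts in other tissues, the orders of dose, the lists added later, the tests of lists over mice and the clock contrast were chosen after the results had been seen. The splits of the mice for each dose and tissue and the Cy3 test of D3 without a block had been set before.

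For each of the 9 contrasts of dose with D0, 100 of 100 splits of the 10 arrays gave as many called probes in limma, which follows from the count of 0. The same held for 100 of 100 orders of dose in lung and forestomach and for 100 of 100 splits of the mice in the 3 tissue differences. By the number of probes at an unadjusted p under 0.05, the 3159 at D3 in liver were reached by 6 of 100 splits. With the slide block, 2 of 100 relabellings of dose within slides, the real one included, gave as many called probes as the 22 at D3 in lung, and 1 of 100, the real one, as many as the 25 in liver. Of 100 orders of dose, the real one included, 2 gave as many slopes as the 64 in liver. Chance alone is excluded at a share of 0.05 for each of these 3 counts taken by itself, with no allowance for the other doses and tissues.

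Dose and column on the slide coincided on all 60 arrays. The Cy3 signal is the same reference RNA everywhere. In it, limma called 0 probes at D3 against D0 in any tissue, with or without the slide block. Without the block, 456, 913 and 383 probes in lung, liver and forestomach had an unadjusted p under 0.05. With the block 2297, 2162 and 1520 probes had one, more than the 1551, 1295 and 1254 expected. An effect of position that acts on Cy5 alone would not show in Cy3, so this decides nothing about the ratios. A position that acts on Cy5 would shift the same probes on the arrays of the other tissues, where each dose has the same column. The 25 liver probes changed by a mean of 0.684 towards their sign in liver, and by 0.0756 in lung (95% interval -0.0911 to 0.242) and 0.0573 in forestomach (-0.103 to 0.218). The 64 liver slopes gave 0.552 in liver, 0.0793 in lung (-0.0869 to 0.246) and -0.0124 in forestomach (-0.158 to 0.134). This argues against the column as the source of both. The 22 lung probes changed by 0.808 in lung, 0.128 in liver (-0.0235 to 0.279) and 0.352 in forestomach (-0.0209 to 0.724), so that for them position and dose cannot be told apart, since the last interval is too wide. For the counts of 0 without a block there is nothing to explain. An order of work, or a position that acts in 1 tissue alone, stays open for all.

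Among the lower probes with the slide block in liver at D3 were Ddx5, Luc7l3 and Arglu1, which were picked after their values were seen. A candidate explanation was a fall of nuclear-retained transcripts as a class. A list of other members did not fall in liver at D3 (27 genes, 18 higher, mean change 0.0521, p 0.348 by camera). The list holds genes with a symbol alone, so lower probes without a symbol had no part in this test. In lung the same list fell at every dose, by a mean of -0.0584 at D1, -0.133 at D2 and -0.0762 at D3 (adjusted p 0.0269, 2.23e-05 and 0.00446 over 18 tests), and in forestomach at D3 by -0.0824 (adjusted p 0.0457). These p-values are over genes. Over mice the exact permutation p, without adjustment, was 0.365, 0.0159 and 0.127 in lung and 0.46 in forestomach. A fall between groups was therefore not shown at D1 or D3 in lung or at D3 in forestomach. The p at D2 in lung was the lowest among the tests of this list over mice, and unadjusted it does not settle a fall there. RNA quality is not given for single arrays in the deposited files and was not tested as an explanation of this fall, nor was a biological one.

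Lrrn4 and Upk3b, which rose by 1.24 and 1.01 in lung at D3, are markers of mesothelium, the lining of the lung surface. More mesothelium in the dissected lung may be the source. Other mesothelial markers were higher over genes (10 genes, 9 higher, p 0.000552), but by a mean of 0.354, less than these genes, and by 0.307 at D1 and 0.301 at D2. Over mice the groups overlapped, with an SD of 0.327 at D0 and 0.282 at D3 and an exact permutation p of 0.119 (0.111 at D1 and 0.127 at D2). These permutations ignore the slide. D3 mice 16 and 18, at 0.155 and 0.0335, lay below D0 mice 1 and 4, at 0.168 and 0.429. Within slides, D3 was below D0 on slides 1 and 3 and above it on slides 2, 4 and 5. In liver the same list was lower over genes at D1 (mean -0.112, adjusted p 0.0466) and D3 (-0.132, 6 of 7 lower, adjusted p 0.0457), with an exact p over mice of 0.23 and 0.19. In liver at D2 and in forestomach it did not pass. A larger dissected share, more mesothelium in the animal and a change within cells cannot be told apart. With the slide ignored, the markers varied about as much between mice of a group as between groups.

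Nr1d1, a clock gene, rose by 1.16 in lung at D3, which could come from a different time of day of sampling by dose. The contrast of clock genes that peak together differed between D3 and D0 by 0.874 in lung (exact permutation p 0.0714), 0.608 in liver (exact p 0.262) and 0.32 in forestomach (exact p 0.365), with adjusted values of 0.321, 0.472 and 0.548 over 9 tests. At D2 it was larger in each tissue, 0.995 in lung (exact p 0.0476, adjusted 0.321), 1.19 in liver (exact p 0.135, adjusted 0.405) and 0.519 in forestomach (exact p 0.206, adjusted 0.463), and at D1 it was 0.0746, 0.232 and 0.00214 (exact p 0.849, 0.69 and 1). These tests ignore the slide. With the slide block in a linear model the p was 0.0124 at D2 and 0.024 at D3 in lung (both 0.108 adjusted over 9 tests), 0.0935 and 0.437 in liver and 0.0877 and 0.275 in forestomach. Within the 5 lung slides D3 was above D0 in 5, by 0.505 to 1.23, as was D2, with an exact sign-flip p of 0.0625 for each, the smallest that 5 slides allow. After removal of the dose means, the contrast correlated between tissues of the same mouse over 20 mice, with Pearson's r of 0.756 for lung and liver (permutation p 0.00015, adjusted 0.000225; Spearman's rho 0.765, p 1e-04), 0.613 for lung and forestomach (p 0.00415, adjusted 0.00415; rho 0.704, p 0.00066) and 0.82 for liver and forestomach (p 2e-05, adjusted 6e-05; rho 0.817, p 3e-05). Without the 2 mice farthest from the median r was 0.68, 0.566 and 0.737. With the liver contrast of the same mouse as a covariate the change of Nr1d1 in lung was 1.05 ± 0.305 (SE, unadjusted p 0.00292 in limma). Nr1d1 was picked for its rise in these data, so this p does not show a rise apart from the clock. Without the covariate or a block, its unadjusted p of 0.00109 in limma became 0.744 when adjusted over all probes. The times of sampling are not in the labels and cannot be told apart from dose here.

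Of the 30 tests of cell-type lists, 4 passed an adjusted p of 0.05. Beside those of skeletal muscle, keratinocytes and fat cells, the smooth muscle list was higher in lung at D3 (9 genes, 8 higher, mean change 0.267, adjusted p 0.028), with a mean change of 0.152 (p 0.0237) without D3 mouse 20. Over mice the groups overlapped (exact permutation p 0.286). The D0 mice ranged from -0.471 to 0.423 and the D3 mice from 0.026 to 0.724, and D0 mice 1 and 5, at 0.354 and 0.423, lay above 4 of the 5 D3 mice. The lowest adjusted p over the 3 tissues was 0.578 for heart muscle, 0.771 for pancreatic acinar cells, 0.578 for glandular stomach, 0.121 for red cells, 0.244 for B cells and 0.132 for T cells.

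The number of probes called at D3 was 0 in lung, 0 in liver and 0 in forestomach with limma, with 1487, 3159 and 376 at an unadjusted p under 0.05, and 0 with residual shuffling. That is lower than the numbers quoted from the study above. With the slide block it was 22, 25 and 0, or 40 in lung when normexp was used as well. That is also lower than the numbers quoted from the study above. Probes at an unadjusted p under 0.05 at D3 numbered 4842, 4636 and 1604 with that block. Whether the study's model held a slide or array term is not known here. At D1 the number called was 0 in each tissue with or without the slide block, where the study listed some genes in each. An unadjusted p under 0.05 at D2 was found for 1061, 1072 and 908 probes, or 3812, 1739 and 2359 with the slide block. The number called at D2 was 0 in each tissue with or without the block. That is lower than the numbers quoted from the study above.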
